A study of Eriocheir sinensis with 6 samples. Its data were reported in "Integrated Analysis of ATAC-Seq and RNA-Seq Reveals the Signal Transduction Regulation of the Molting Cycle in the Muscle of Chinese Mitten Crab (Eriocheir sinensis)" (2026).

How the data were processed

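Muscle of 6 Chinese mitten crabs was profiled by ATAC-seq, 3 at the pre-molt and 3 at the post-molt stage, with paired reads of 150 bases from an Illumina HiSeq instrument. The groups and replicate numbers were taken from the sample titles. The peak names inside the 6 lists carry library numbers other than those of the titles, for a reason not given in the sources used here. Each list was used for the sample it is filed under, and its replicate number only names a library. The study's methods state that each sample of the molt cycle came from one crab and describe the tissue as walking-leg muscle, so the spread between libraries of a stage includes the spread between animals.

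The authors aligned the reads with BWA to the published E. sinensis genome (sequences named CM024096.1 onward) and called peaks with MACS2, both named in the submitters' processing notes. For libraries of the molt itself, the study's methods describe keeping properly paired, non-mitochondrial reads with a mapping quality of at least 13, and calling peaks per sample with duplicates kept and every summit reported. That the same settings made these 6 libraries is likely from the form of the lists but not stated in the sources used here. If duplicates were kept, PCR copies count as reads, so counting intervals and floors cover counting error only. Whether reads were shifted for the offset of the Tn5 cut, how the 6 lists were merged, and how reads were counted in merged peaks is not given in the sources used here. Each deposited peak list gives a MACS2 score, a fold enrichment at the summit and the -log10 of its p-value and q-value, all the authors' own, and these were used only to describe or filter peaks within a list. The lists hold a row per summit, so rows that differed only in summit were collapsed to 1 region. The smallest -log10 q in the lists was 1.3.

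The authors' deposited table of merged peaks gives whole-number read counts per library, which were used without further filtering. It also gives RPM values, which the authors derived from count plus 1: RPM over (count + 1) deviated from a single value per library by at most 0.000498%. The deposited fold enrichment is the RPM per base over a uniform background, a ratio that implies a background length of 1272 Mb. The deposited log2 fold change equals the log2 ratio of the stage means of fold enrichment, post-molt over pre-molt, to within 4.8e-08. The study's methods name DESeq2 for its comparisons of adjacent stages, while this table compares post-molt with pre-molt, which are not adjacent. Here 100% of the deposited p-values lay within 0.001 of an unequal-variance test on the fold enrichment values. Those p-values and q-values were only described, and the main tests of accessibility were made on the counts, with limma on the deposited fold enrichment as an alternative. A plus or minus sign per library in the authors' table says whether a peak of that library lies in the merged peak. The table calls a peak a promoter peak up to 3000 bp from a transcription start site, a wider reach than the one in the study's methods. Coordinates are 1-based.

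Library totals recovered from the RPM values were 51652893, 46296296 and 41050903 reads in pre-molt replicates 1, 2 and 3, and 42955326, 48100048 and 44543430 in post-molt replicates 1, 2 and 3. Reads in merged peaks ranged from 10992785 to 16985168. No 2 libraries agreed within sampling noise: chi-square per degree of freedom over all peaks was between 5.67 and 18.7 for pairs of the same stage, so all 6 were counted separately.

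Differential accessibility was tested with edgeR 4.0.16 (R 4.3.3), with a quasi-likelihood model of stage, TMM factors, no filter on low counts and a Benjamini-Hochberg adjusted p below 0.05. Standard errors of log2 changes were taken from the size of the change and its F statistic. CPM values are read counts scaled to library size with the TMM factors, and log2 CPM used a prior count of 2. The number of peaks, the Jaccard index of covered bases and Spearman's rho were compared between stages by exact permutation over the 10 splits of the 6 libraries. Region classes are those of the authors' annotation and were tested with Fisher's exact test against all other merged peaks, adjusted over 7 classes and both directions. Neighbouring calls were compared with 1000 permutations of the calls among all merged peaks, and stretches with 100. The set test was limma 3.58.1 camera on the strongest promoter peak of each gene. Peak lists were handled in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.

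The test was tested on simulated data before use. Counts for all 104657 peaks were drawn from the real means and library sizes with 3 libraries per group and 200 changed peaks. It recovered 72 of 100 peaks with a 4-fold change and 3 of 100 with a 2-fold change, with 2 false calls among 77 in all, and median log2 sizes of 1.92 and 0.98 for the true values of 2 and 1. The recovery of 80 of 100 first asked for was not reached. The requirement was first lowered and then replaced, both after that result was seen, by a share of false calls within the threshold, right directions and unbiased sizes. These shares hold for the simulated mix, whose 200 changed peaks make the adjusted threshold stricter than in the real comparison, and do not carry over to it. The simulated counts were also simpler than the real ones. Their spread followed the fitted trend with mean count alone, peaks were drawn independently, and changed peaks were taken above a minimum mean count.

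Genes are linked to peaks by the authors' identifiers, which the sources used here pair with no description, and 0 of them matched the reference names. Gene lists of 23 themes had been fixed on the assumption that descriptions would be given. Of these, 22 could not be matched and give no result, and the receptor list of the study, matched by identifier, was tested. The rule for named genes was fixed before the data were examined. Among called peaks with all 3 libraries of one stage above the other, it takes the largest changes, 1 peak per gene. Where no gene names are given it is limited to 2 identifiers higher and 2 lower, together with the 8 receptors, whose names come from the study. The values of 1 of these receptors are not reported here, although it is counted in the totals over the list. Counts summed over all peaks linked to a gene were tested in the same way over 17908 genes.

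Alternatives fixed before the data were examined were a median filter, a filter on peaks called in at least 2 libraries, filterByExpr, median centring, quantile normalization, limma with pseudocounts of 0.1 and 1 on fold enrichment, without a trend or with array weights, DESeq2 1.42.0, the replicate number as a block, each library left out in turn, stricter peak thresholds (-log10 q of 5, fold enrichment of 4) and a 50% reciprocal overlap. Loess offsets with a span of 0.3, library totals without TMM, a pseudocount of 0.5, odds ratios within deciles of mean count, whole windows drawn with replacement and the tests on summed counts were added after the data were seen. Sequences present in the peak lists but outside the merged table entered no comparison between stages.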

Results

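Crustaceans grow by shedding the old exoskeleton, and the stages before and after the shed are called pre-molt and post-molt. Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase cuts open DNA and inserts sequencing adapters, in muscle of the Chinese mitten crab at the pre-molt stage and at the post-molt stage. There were 3 libraries per stage, each from a different crab. The comparison asks where the accessibility of chromatin in muscle tissue differed between these stages, which lie on either side of the shed. The libraries do not separate the cell types of the tissue. All fold changes are post-molt over pre-molt. The authors' deposited table holds the read count of each library in 104657 merged peaks on 385 sequences, with a median width of 347 bp and 17908 linked genes. Reads in these peaks numbered 12302950, 16985168 and 11447679 in pre-molt replicates 1, 2 and 3, and 11302332, 12016383 and 10992785 in post-molt replicates 1, 2 and 3. They made up 23.82%, 36.69% and 27.89% of the reads of the pre-molt libraries, and 26.31%, 24.98% and 24.68% of those of the post-molt libraries. The median peak held between 46 and 58 reads per library.

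Libraries of the same stage resembled each other more than libraries of different stages. Spearman's rho of the counts across all merged peaks averaged 0.838 within a stage (0.818 to 0.871) and 0.745 between stages (0.676 to 0.799). Post-molt replicate 2 stood farthest from the pre-molt libraries, with rho of 0.676, 0.699 and 0.691 against their replicates 1, 2 and 3. In promoter peaks the averages were 0.910 within and 0.851 between stages. The first principal component of log2 CPM, the read count scaled to library size, held 43.2% of the variance and put the 3 pre-molt libraries at -100.4, -151.1 and -109 and the 3 post-molt libraries at 83.28, 182.1 and 95.12. The difference in mean rho was the largest of the 10 possible splits into 3 and 3 (exact permutation p = 0.1, one-sided, the smallest p that 3 against 3 allows).

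**Figure D1:**
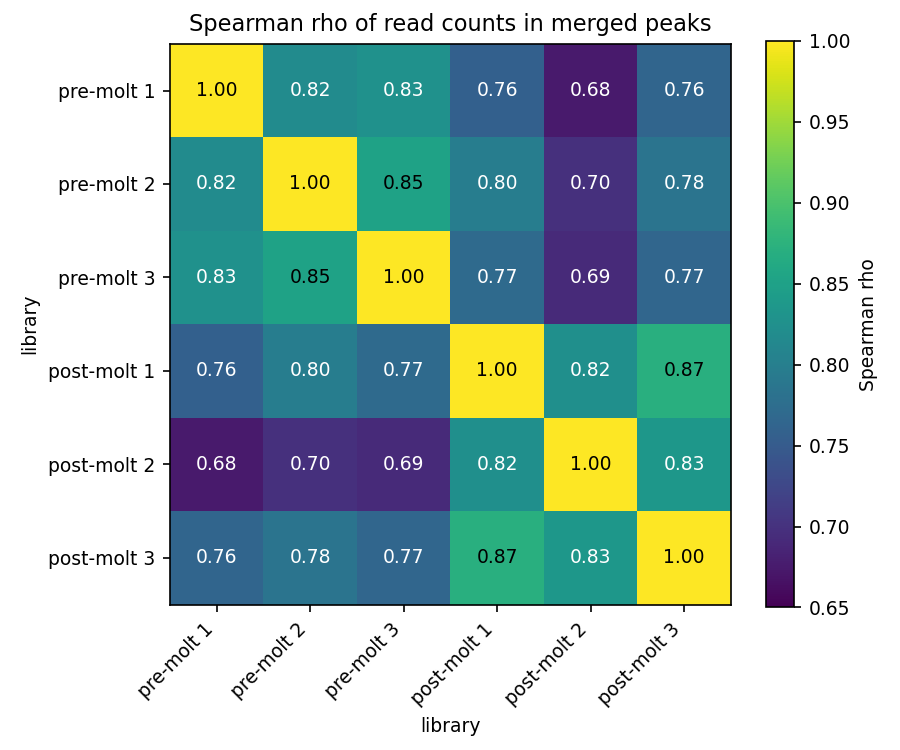
Spearman's rho of read counts over the 104657 merged peaks for each pair of the 6 libraries, with libraries on both axes and rho as colour and number. Pairs of the same stage lie between 0.818 and 0.871, and pairs of different stages between 0.676 and 0.799.

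The number of accessible regions per library did not separate the stages. The authors' peak lists, called library by library, held 57301, 61788 and 59934 regions in pre-molt replicates 1, 2 and 3 and 55782, 60080 and 57859 in post-molt replicates 1, 2 and 3. The means were 59674 ± 2255 pre-molt and 57907 ± 2149 post-molt (SD, n = 3), and the difference of -1767 was within the spread (exact permutation p = 0.5, two-sided). The lists of a stage shared more bases: the Jaccard index averaged 0.489 within and 0.446 between stages (exact permutation p = 0.1, the smallest possible). After merging the 6 lists into 116235 regions, 23849 (20.5%) held a peak in every library and 47183 (40.6%) in 1 library. A total of 1860 regions were called in all 3 pre-molt libraries and in no post-molt library, and 1507 showed the opposite, together 3367. The highest such total for any other split was 1196. A missing call is no proof of closed chromatin, and with a stricter threshold of 5 on -log10 q the post-molt number was 784.

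Accessibility changed in 10410 of the 104657 merged peaks (9.95%) between the stages. It rose post-molt in 6366 peaks, by a median of 1.71 on the log2 scale (3.27-fold), and fell in 4044, with a median log2 change of -1.43 (2.69-fold lower). The peaks that rose were linked to 2613 genes and those that fell to 1883. Of the peaks that rose, 5133 (80.6%) lay where the authors had called no peak in any pre-molt library, while 1879 (46.5%) of those that fell had no post-molt peak call. The peaks that rose were weaker, with a median mean count of 56.67 reads against 152 in those that fell. These shares were not set against all merged peaks, so they do not show newly opened or closed chromatin. Calls were made with edgeR's quasi-likelihood test and TMM scaling at a Benjamini-Hochberg adjusted p below 0.05. The split between the directions depended on the scaling: with libraries centred on their median, 9927 peaks were called and 4862 (49.0%) of them rose, against 61.2% here, and the median log2 change of all peaks moved from -0.03 to -0.16. The number of calls rested in part on single libraries and on the variance model: 3996 without post-molt replicate 2, 5882 without pre-molt replicate 3 (50.2% of them higher), 6771 without pre-molt replicate 2 and 4894 with limma without a variance trend.

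The peaks with the smallest p-values, which were picked after their values were seen, gave large changes, with a wide spread between the post-molt libraries in those that rose. A distal intergenic peak at CM024104.1, positions 5895389 to 5895798, fell from 15.9 ± 4.28 to 0.764 ± 0.308 CPM (SD, n = 3; log2 change -4.35, SE 0.42, edgeR adjusted p = 3.22e-05). A promoter peak at CM024112.1, positions 7525258 to 7526438, fell from 55.1 ± 6.3 to 4.95 ± 1.43 CPM (log2 change -3.47, SE 0.34, edgeR adjusted p = 3.22e-05). Among those that rose, a promoter peak at CM024135.1, positions 28881420 to 28882380, went from 2.52 ± 0.359 to 30.2 ± 16.8 CPM (log2 change 3.58, SE 0.40, edgeR adjusted p = 7.43e-05). A distal intergenic peak at CM024130.1, positions 2307991 to 2309346, went from 9.03 ± 0.917 to 64.9 ± 22.4 CPM (log2 change 2.84, SE 0.34, edgeR adjusted p = 7.74e-05). Each of these calls was kept under all 20 alternatives, with an adjusted p of at most 0.0115.

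The rule for named peaks, which takes the most extreme fold changes, selected peaks with almost no reads in one stage. Whether such low counts reflect closed chromatin was not tested. The distal peak of gene evm.TU.CM024156.1.303, at CM024156.1, positions 10247455 to 10247708, had no read in the 3 pre-molt libraries and 80, 14 and 1 reads in post-molt replicates 1, 2 and 3, at least 33.3-fold higher against a floor of 3 counts over the group (edgeR adjusted p = 0.00524). The distal peak of evm.TU.CM024166.1.117, at CM024166.1, positions 3464392 to 3464651, had 1 read pre-molt and 14, 60 and 19 post-molt, a ratio of 97.7 (95% counting interval 17.1 to 3900; edgeR adjusted p = 0.002). The distal peak of evm.TU.CM024164.1.45, at CM024164.1, positions 1642267 to 1642526, had 63, 2 and 25 reads pre-molt and none post-molt, at least 28.6-fold lower against the same floor (edgeR adjusted p = 0.00445). An intronic peak of evm.TU.CM024126.1.216, at CM024126.1, positions 9084405 to 9084604, had 37, 7 and 8 reads pre-molt and 1 post-molt, a pre-molt to post-molt ratio of 49.5 (95% counting interval 8.5 to 1990; edgeR adjusted p = 0.0264). These calls were lost for CM024156.1 without post-molt replicate 1 (edgeR adjusted p = 0.196) and with limma without a trend (0.0743), for CM024164.1 without pre-molt replicate 1 (0.0529), and for CM024126.1 without pre-molt replicate 1 (0.162) or post-molt replicate 3 (0.058), and in all 4 peaks with limma on log2 fold enrichment at each pseudocount, after quantile normalization and with array weights. Over the alternatives the adjusted p ranged from 0.000409 to 0.724 for CM024156.1, 0.000156 to 0.349 for CM024166.1, 0.000512 to 0.642 for CM024164.1 and 0.00358 to 0.576 for CM024126.1.

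With TMM scaling, the direction of change followed the strength of the peak. Among the decile of peaks with the highest mean count (median 410 reads), 12.3% fell and 2.33% rose post-molt, and the median log2 change was -0.32. In the sixth decile (median 59.2 reads), 9.5% rose and 2.76% fell, with a median log2 change of 0.07. In the lowest decile (median 18.8 reads), 1.88% rose and 0.392% fell. Relative to the median of all peaks, the top decile lay at -0.29, and at -0.16 without pre-molt replicate 2, the library with the largest share of reads in peaks. Offsets fitted by loess to each library's trend with mean count, an alternative added after the data were seen, left the top decile at a median of -0.01, with 7.08% higher and 9.42% lower. The median of the lowest decile was then -0.115.

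**Figure D2:**
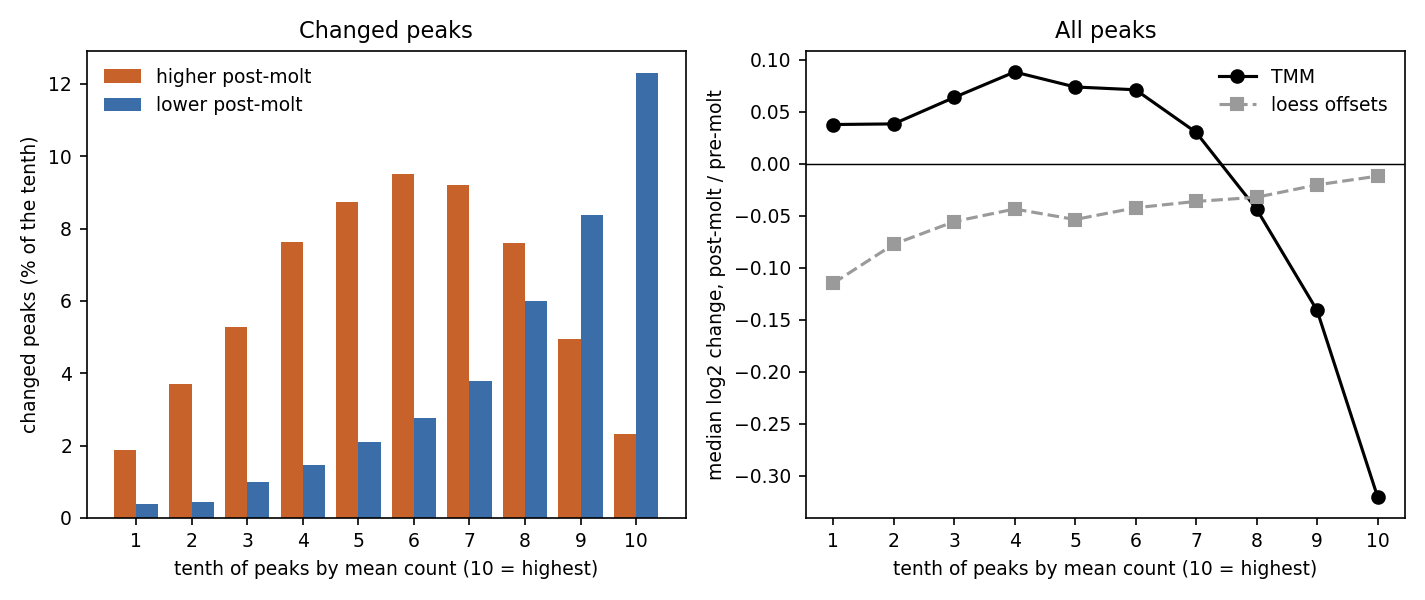
Left, the percentage of peaks called higher (orange) or lower (blue) post-molt in each decile of the merged peaks by mean count; right, the median log2 change of all peaks of each decile with TMM scaling (black) and loess offsets (grey). With TMM scaling the percentage that fell goes from 0.392% in the lowest decile to 12.3% in the highest, where the median is -0.32.

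Intronic chromatin changed more often than other chromatin, in both directions. Of the 21045 intronic peaks, 1842 (8.75%) rose, against 5.41% of the other peaks (odds ratio 1.68, 95% interval 1.58 to 1.77, Fisher's exact test adjusted p = 1.99e-66), and 941 (4.47%) fell, against 3.71% (odds ratio 1.21, 1.13 to 1.31, adjusted p = 1.41e-06). Of the 20287 promoter peaks, 995 (4.9%) rose and 719 (3.54%) fell, both less often than other peaks (odds ratios 0.759 and 0.896, adjusted p = 9.3e-15 and 0.0167). Exonic peaks also changed less often, with 241 of 5166 higher (odds ratio 0.746) and 127 lower (odds ratio 0.615). The 55686 distal intergenic peaks rose less often than the rest (5.65%, odds ratio 0.85), and 3.87% of them fell against 3.86% of the rest (odds ratio 1.00, adjusted p = 0.994). Neither the UTR peaks nor the downstream peaks passed the test in either direction. Neighbouring peaks are not independent, so the 95% intervals were also taken over 1485 windows of 1 Mb drawn with replacement: 1.51 to 1.85 for intronic peaks that rose, 1.07 to 1.37 for those that fell, 0.695 to 0.839 for promoter peaks that rose and 0.805 to 1.00 for those that fell. Promoter peaks hold more reads (median 82.5 against 48.8 in introns), and among peaks of like count the odds ratio of falling was 0.550 for promoters and 1.27 for distal peaks, but without pre-molt replicate 1 or 2 the unmatched promoter ratio was 1.02 or 1.07.

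Some of these calls depended on single libraries. The odds ratio of intronic peaks that fell was 1.04 without pre-molt replicate 2 and 1.12 without post-molt replicate 2, that of exonic peaks that rose was 0.917 without pre-molt replicate 1, and that of exonic peaks that fell was 0.790 without pre-molt replicate 2, none past the threshold. The odds ratio of intronic peaks that rose stayed between 1.64 and 1.82 whichever library was left out.

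**Figure D3:**
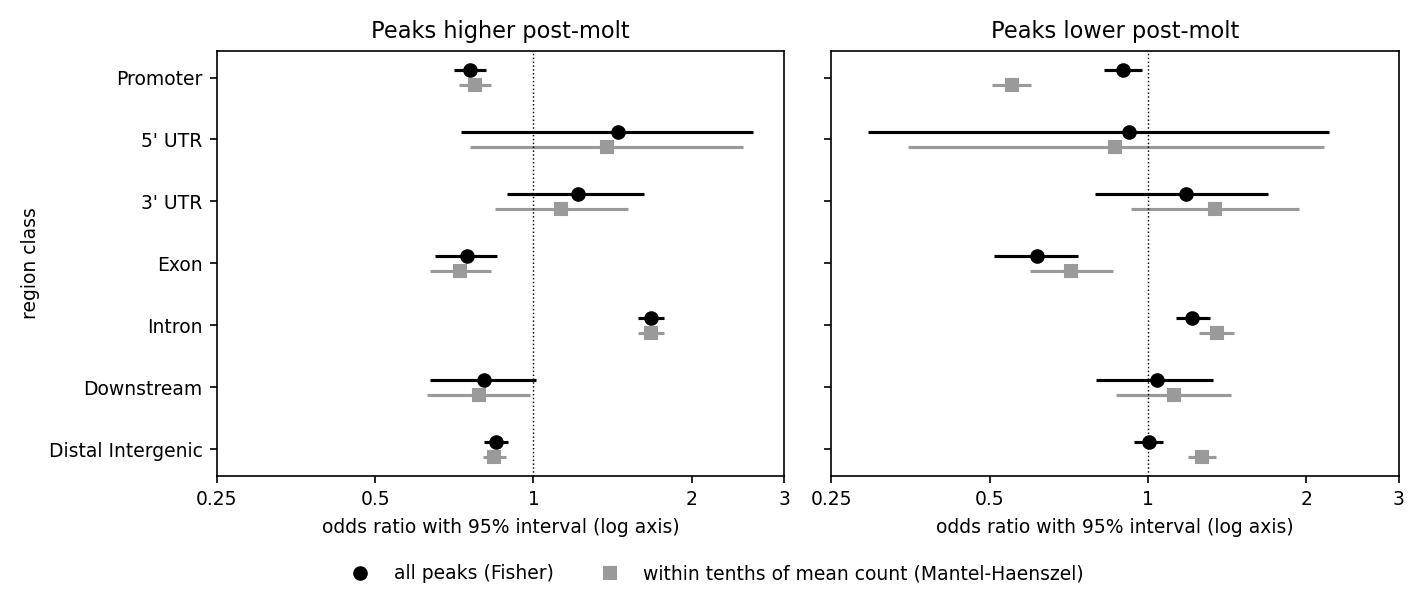
Odds ratio (log axis, 95% interval) of a peak of each region class being called higher (left) or lower (right) post-molt, over all peaks (black, Fisher's exact test) and within deciles of mean count (grey, Mantel-Haenszel). Intronic peaks lie above 1 in both panels, at 1.68 and 1.21 over all peaks, and promoter peaks below 1, at 0.759 and 0.896.

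Changed peaks lay side by side along the genome. For 33.3% of them the next merged peak within 10 kb had changed in the same direction, against 3.91% when the calls were permuted among peaks (permutation p = 0.001, the smallest that 1000 permutations can give). Stretches were then formed from peaks changed in one direction with gaps of at most 10 kb, whatever other merged peaks lay between them. Those with at least 5 changed peaks numbered 208 for the peaks that rose, with 24.2% of them, and 105 for those that fell, with 19.2%. Permuted calls gave at most 5 and 1 stretches. The median length was 22.1 kb for stretches that rose and 17.9 kb for those that fell. Pairs of neighbouring changed peaks shared their direction in 96.9% of cases up to 10 kb apart, in 83.7% at 10 to 50 kb and in 58.5% beyond 50 kb, against 52.5% under permuted directions. Without post-molt replicate 2, 23.1% of the changed peaks had such a neighbour, against 1.47% under permutation.

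The stretches with the most changed peaks were picked after their values were seen. On CM024160.1, 27 of the 28 merged peaks between 17102607 and 17182025 rose, and their summed accessibility went from 42.9 ± 2.82 to 189 ± 40.4 CPM (SD, n = 3). On the same sequence, 24 of 32 peaks between 16552524 and 16605384 fell, from 907 ± 312 to 305 ± 27.9 CPM. On CM024096.1, 23 of 30 peaks between 13435318 and 13509062 fell, from 1360 ± 308 to 410 ± 74.9 CPM, and on CM024157.1, 23 of 24 between 4530105 and 4582391, from 1260 ± 568 to 271 ± 25 CPM. On CM024099.1, 22 of 25 peaks between 10436517 and 10492850 fell, from 1060 ± 140 to 278 ± 20.2 CPM. On CM024135.1, 21 of 23 peaks between 28763873 and 28830453 rose, from 38.1 ± 10.2 to 302 ± 218 CPM, and on CM024159.1, 21 of 22 between 4080873 and 4161217, from 83.7 ± 20.7 to 241 ± 28.2 CPM. None of these stretches held a peak that changed in the opposite direction. Several rested in part on post-molt replicate 2, without which 10 peaks were still called in the CM024096.1 stretch, 13 in that of CM024135.1, 12 in that of CM024159.1 and 8 of 19 in a stretch on CM024153.1 (6868975 to 6931385). In the other 4 stretches named, the fewest calls with any library left out were 21 and 17 on CM024160.1, 18 on CM024157.1 and 19 on CM024099.1.

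**Figure D4:**
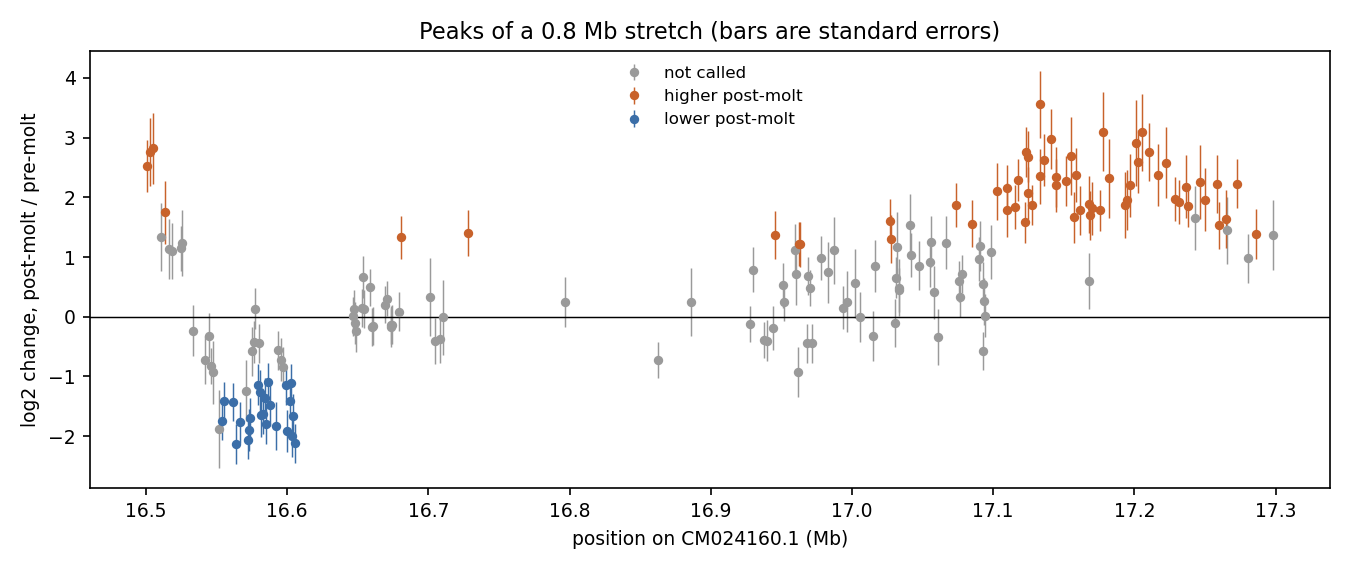
Log2 change (post-molt over pre-molt, with standard errors) of each merged peak against its position in Mb on CM024160.1, with peaks called higher in orange, lower in blue and not called in grey. The stretch between 16552524 and 16605384 holds 24 peaks that fell, and that between 17102607 and 17182025 holds 27 that rose.

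The genes linked to the changed peaks mostly moved in one direction. Of 2071 genes with at least 2 changed linked peaks, 84.0% had all of them on one side, against 29.3% under permuted calls (at most 32.2% in 1000 permutations). Peaks linked to one gene lie near each other, and the permuted calls did not keep the clustering described above, so this is not separate evidence. With the counts of all linked peaks summed per gene, 1972 of 17908 genes changed at an edgeR adjusted p below 0.05, 1236 of them higher and 736 lower post-molt. Median centring left 1925 genes, 941 higher and 984 lower, so the split between directions depended on the scaling here too. It also turned without pre-molt replicate 3, with 558 of 1174 genes higher and 616 lower. The number was 985 without post-molt replicate 2 and 992 with library totals in place of TMM.

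G protein-coupled receptors carry hormone and transmitter signals across the cell membrane, and the study kept 8 genes from its receptor pathway lists after structural analysis. With the counts of all linked peaks summed, 2 of the 8 rose post-molt, 2 fell and 4 did not pass the test. Linked peaks can lie far from the gene, so these sums are not the accessibility of the gene itself. GRM7, a metabotropic glutamate receptor on CM024146.1 (5155732 to 5223447), rose from 10.9 ± 2.11 to 45.5 ± 24.4 CPM (SD, n = 3; log2 change 2.06, SE 0.32, edgeR adjusted p = 0.00141), and 6 of its 9 linked peaks rose. The methuselah-type receptor mth2, on CM024134.1 (13395350 to 13427538), rose from 32.3 ± 2.15 to 85.8 ± 14.4 CPM (log2 change 1.41, SE 0.22, edgeR adjusted p = 0.00141), with 7 of 11 peaks higher. SSTR2, a somatostatin receptor on CM024152.1 (8660497 to 8662106), fell from 183 ± 8.7 to 67.5 ± 13.5 CPM (log2 change -1.44, SE 0.23, edgeR adjusted p = 0.00141), with 7 of 17 peaks lower. The gene moody, known in flies for its part in the glial blood-brain barrier, on CM024100.1 (16787866 to 16867427), fell from 286 ± 75.1 to 124 ± 14.5 CPM (log2 change -1.21, SE 0.24, edgeR adjusted p = 0.00601), with 11 of 22 peaks lower. These 4 calls were kept under all 10 alternatives run on summed counts.

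The other 4 genes did not pass. Among them, FMRFaR, a neuropeptide receptor, gave a log2 change of 0.38 (edgeR adjusted p = 0.433), gpr161, a receptor tied to hedgehog signalling, 0.27 (0.528), and Kpna6, named for an importin of nuclear transport, 0.42 (0.236). Adjusted over the list alone, the same number of genes passed as over all genes, 4 of 8. The study chose these genes partly on these libraries, so neither count is independent evidence. In single peaks, 47 of the 110 linked to the 8 genes changed, 26 higher and 21 lower.

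Of the 6 genes with a promoter peak, 2 had a changed one when the strongest promoter peak was taken, and 3 when adjusted over the list alone. The SSTR2 promoter peak, at CM024152.1, positions 8659217 to 8660937, fell from 65.7 ± 17.4 to 18.3 ± 5.3 CPM (SD, n = 3; log2 change -1.84, SE 0.33, edgeR adjusted p = 0.00135). It is a promoter peak only by the authors' class: it lies 1169 bp downstream of the start site and overlaps the far end of this short gene. The FMRFaR promoter peak, at CM024127.1, positions 6277099 to 6277357, rose from 1.78 ± 0.277 to 5.35 ± 2.07 CPM (log2 change 1.58, SE 0.42, edgeR adjusted p = 0.0173). The strongest mth2 promoter peak gave a log2 change of 0.82 (edgeR adjusted p = 0.123, and 0.0414 adjusted over the list alone). A weaker mth2 promoter peak, at CM024134.1, positions 13426820 to 13427273, picked after its values were seen, rose from 2.4 ± 1.03 to 7.34 ± 2.66 CPM (SD, n = 3; log2 change 1.61, SE 0.41, edgeR adjusted p = 0.0146). That of moody gave -0.18 (edgeR adjusted p = 0.833), and 0.05 without pre-molt replicate 1. That of Kpna6 gave -0.02 (edgeR adjusted p = 0.983), with the sign turned in 9 of 20 alternatives, among them loess offsets (0.19). As a set the 6 promoter peaks did not move one way relative to other promoters (limma camera p = 0.437 with the preset correlation of 0.01, and p = 0.47 with an estimated correlation). The limma fry test, which needs no preset correlation and does not set the list against other genes, gave p = 0.161 for a shift in one direction and p = 5.57e-05 for change in either direction. The study chose the genes partly on these libraries, so the latter p and the list-only result of mth2 are not independent evidence. The median log2 change of the set was 0.44 and the mean 0.23. The FMRFaR promoter call was lost without pre-molt replicate 2 (edgeR adjusted p = 0.0561) or 3 (0.0838), without post-molt replicate 2 (0.124) or 3 (0.0609) and with limma without a trend (0.0539), within a range of 0.00632 to 0.124. The SSTR2 call was kept under all 20 alternatives (edgeR, limma or DESeq2 adjusted p of 1.01e-06 to 0.024).

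**Figure D5:**
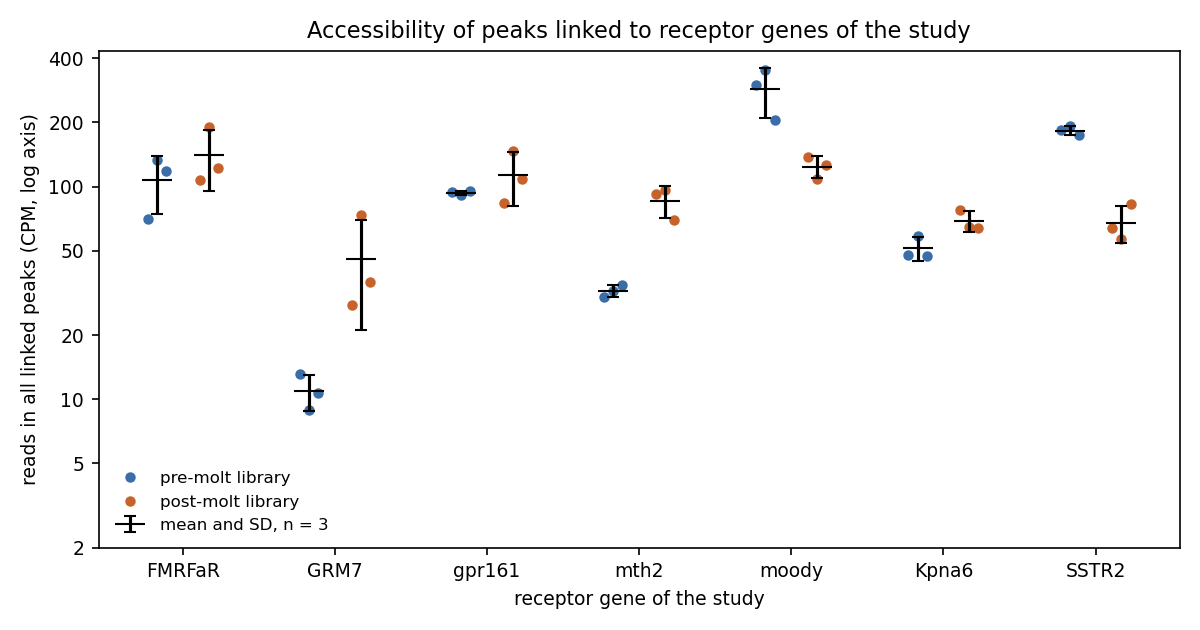
Reads in all linked peaks (CPM, log axis) of the named receptor genes of the study in each pre-molt (blue) and post-molt (orange) library, with the mean and SD of 3 libraries per stage. GRM7 and mth2 lie higher post-molt, at 45.5 and 85.8 CPM against 10.9 and 32.3, and moody and SSTR2 lower, at 124 and 67.5 against 286 and 183.

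In comparing adjacent stages, the study called a peak differentially enriched at an unadjusted p of at most 0.05. It also asked for a log2 ratio of mean fold enrichment of at least 1 in size. Applied to the edgeR p-values, this rule took 17315 peaks, 10395 higher and 6920 lower. The authors' deposited table holds 4902 such peaks by its own p-values, 3245 higher and 1657 lower, with a smallest q of 0.205. Of these, 3206 and 1591 were also taken here in the same direction, and 2407 and 1110 were called at the adjusted threshold.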

Values the study reported

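The study reported within-period Spearman correlations of ATAC-seq read counts above 0.90, over periods that include these stages. All pairs of the same stage lay lower here over merged peaks, and the regions behind the study's counts are not stated. In muscle of crabs at the molt itself it reported from 44,610 to 52,473 peaks per sample, with 26.4% of peaks at promoters, 19.1% in introns and 51.3% in distal intergenic regions. For adjacent stages it gave 6891 differentially enriched peaks from molt to post-molt, 6202 from post-molt to inter-molt, 5462 from pre-molt to molt and 1508 from inter-molt to pre-molt.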

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

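The values in this part were chosen after the peak lists were seen. The authors' peak lists hold regions on sequences that the merged table leaves out, a signal in data outside the comparisons. They numbered 8989, 6747 and 7320 in pre-molt replicates 1, 2 and 3, and 7439, 7111 and 7747 in post-molt replicates 1, 2 and 3, or between 10.9% and 15.7% of a library's regions. Together they lay on 2293 sequences, 1388 of which held a region in every library. Their median fold enrichment in the authors' lists was between 3.88 and 4.25, against 3.56 to 4.17 over whole lists. No explanation was tested for them, and they were not compared between the stages.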

How the results depend on the processing

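Loess offsets, library totals, the pseudocount of 0.5, comparisons within deciles, tests on summed counts, resampled windows, every alternative for single promoter peaks and, for direction, region classes and clustering, the left-out libraries (for clustering also median centring) were chosen after the results were seen; the other alternatives were planned. Of 433 results under alternatives, 367 kept their direction and their side of the threshold or stayed within 1.5 times the count. The number of changed peaks, 10410, ranged from 3996 to 8796 with a library left out and was 4894 with limma without a trend, where the prior variance is the same at all counts, and 12115 with DESeq2. The percentage of changed peaks that rose, 61.2%, was 49.0% with median centring and 50.2% to 70.0% with a library left out. The cause was not tested. The post-molt number of stage-restricted regions was 784 with -log10 q of 5 or more.

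For peaks that fell, the odds ratio of distal intergenic peaks was 0.984 with median centring, 1.14 under the study's rule and 1.27 within deciles of mean count, and 0.954 to 1.21 with a library left out, among them 0.997, 0.954 and 0.993 without pre-molt replicates 1, 2 and 3. That of promoter peaks was 0.710 to 1.07, with 1.02 and 1.07 without pre-molt replicates 1 and 2. The ranges were 1.04 to 1.29 for intronic and 0.463 to 0.790 for exonic peaks that fell, and 0.608 to 0.917 for exonic peaks that rose. The cause was not tested. Of the receptors, 2 promoter peaks were called, 47 of all linked peaks and 4 genes on summed counts, which use other peaks. The sign of 2 promoter peaks that were not called turned. The log2 change of moody, -0.183, was -0.504 to 0.0504 with a library left out, the latter without pre-molt replicate 1. That of Kpna6, -0.0177, was 0.0442 and 0.0323 with filters on mean count and on called libraries, 0.189 with loess offsets, 0.0246 with the replicate block, 0.216 with quantile normalization, 0.0314 with limma without a trend, 0.0204 with array weights and -0.281 to 0.34 with a library left out, above 0 without pre-molt replicate 2 (0.34) or post-molt replicate 3 (0.17). The 1972 genes called on summed counts became 992 with library totals and 985 to 1655 with a library left out.

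Replicate numbers did not pair the crabs: deviations of same-numbered libraries from their stage means correlated at -0.0881, -0.104 and -0.0328, and 0 of 6 libraries correlated best with their own number. With the replicate block 9047 peaks were called, 1783 genes on summed counts and 16276 peaks under the study's rule, and the receptor list gave a limma camera p = 0.498 with the preset correlation. The calls of the named peaks held in 10 of 17 settings for CM024156.1, 13 of 18 for CM024166.1, 11 of 17 for CM024164.1 and 10 of 17 for CM024126.1. Depth limits the size given for peaks near 0 in one stage: with 1 pre-molt read, counting error alone leaves the ratio of CM024166.1 between 17.1 and 3900.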

Other observations

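Only the test of neighbours 10 to 50 kb apart was set before its result was seen; the other tests in this part were chosen after.

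Of 6 further members of the study's receptor pathway lists, which it did not keep as receptors, 3 rose on summed counts, 0 fell and 3 did not pass the test. A gene named rhodopsin-like on CM024144.1 (8883560 to 8901922) rose from 55.9 ± 7.96 to 136 ± 11.1 CPM (SD, n = 3; log2 change 1.28, SE 0.22, edgeR adjusted p = 0.0023), with 7 of 17 linked peaks higher and 0 lower. The gene sky, on CM024136.1 (3234152 to 3244926), rose from 51.2 ± 3.92 to 88.8 ± 10.6 CPM (log2 change 0.79, SE 0.21, edgeR adjusted p = 0.0249). An unnamed gene on CM024097.1 (735531 to 745247) rose from 3.66 ± 1.27 to 9.8 ± 3.01 CPM (log2 change 1.43, SE 0.35, edgeR adjusted p = 0.0167). HTR4, named for a serotonin receptor, on CM024104.1 (6324039 to 6377507), gave a log2 change of -0.57 (edgeR adjusted p = 0.16), and unnamed genes on CM024099.1 (9619406 to 9642853) and CM024125.1 (3416162 to 3465013) gave 0.62 (0.121) and 0.03 (0.953). The study chose these genes partly on these libraries.

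Sequences differed in how many of their peaks rose. Of 76 sequences with at least 200 merged peaks, 23 held more and 16 held fewer peaks that rose than the rest, and 14 and 18 for peaks that fell (Fisher's exact test, adjusted over all). On CM024136.1, 187 of 1613 peaks (11.6%) rose (odds ratio 2.06, adjusted p = 1.7e-15), and on CM024140.1, 145 of 1263 (11.5%; odds ratio 2.03, adjusted p = 8.93e-12). In the other direction, 57 of 3281 peaks on CM024137.1 (1.74%) rose (odds ratio 0.266, Fisher's exact test adjusted p = 2.01e-32). These p-values count neighbouring peaks as independent, which they are not. Genes with at least 10 linked peaks that rose numbered 57, 47 of them with no peak that fell, and those with at least 10 that fell numbered 34, 29 of them with none that rose.

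The 6 libraries allow 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 10410 peaks and the highest of the others 0 by edgeR (up to 6175 peaks at an unadjusted p below 0.05 in edgeR, and up to 38 called by DESeq2), so 1 of 10 splits gave as many. The study's rule gave 17315 peaks against at most 4875 (1 of 10), and summed counts 1972 genes against at most 0 (1 of 10). The camera p of the receptor list, 0.437, was matched or undercut in 5 of 10 splits, the real one included, the smallest other being 0.145.

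With TMM scaling, the peaks with the most reads lay lower post-molt, and weaker peaks higher. A larger share of reads in peaks in pre-molt replicate 2 could produce this. Without that library the top decile still lay at -0.161 on the log2 scale relative to all peaks, against -0.291 with it. The deciles were ranked on mean counts that include that library, so this value cannot decide whether it is the cause. A general difference in signal to noise between the libraries also stays open. Pre-molt replicate 1, which had the lowest share of reads in peaks, stood only 0.0222 above the highest post-molt library in the top decile, so signal to noise and molt stage cannot be told apart here.

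The stretches of changed peaks could be pieces of broad open regions counted as several peaks. Neighbours 10 to 50 kb apart were then predicted to share their direction about as often as under permutation, 52.5%, but 83.7% did. A gap over 10 kb ends a stretch, so these pairs lie in different stretches. The test therefore cannot decide whether the peaks within a stretch are such pieces. A copy number difference between the crabs would move a stretch by one factor. The median SD of log2 changes within stretches was 0.53, above the bound of 0.5 set for this test, but that bound left out the error of a single peak (median SE 0.385). Set against that error, the variance ratio within a stretch had a median of 1.66 and was over 1 in 70.6% of 313 stretches, which goes against one factor in them, but the ratio was not measured in unchanged stretches, so copy number cannot be told apart from regulation of whole stretches. A change of whole chromatin domains between the stages may also account for the stretches and was not tested.

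Post-molt replicate 2 was the highest post-molt library in 63.1% of the peaks that rose, against 34.5% of all peaks. Depth is an unlikely cause, since the share was still 63.1% after all libraries were thinned to 10992785 reads in peaks. If this crab lay further along the same change, it should also be the lowest in most peaks that fell. It was the lowest in 49.5% of them, between the bounds of 40% and 50% set for the test, so a difference in timing and a difference between animals cannot be told apart.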
